A study of Homo sapiens with 4 samples.

How the data were processed

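The series holds 4 DNA sequencing libraries made from a single bacterial artificial chromosome (BAC), the human clone CH17-212C17, which carries the PER1 region of chromosome 17. A BAC is a plasmid that propagates a large genomic insert in E. coli, so all positions of the insert are present together on each intact BAC molecule before shearing. Per the labels' protocols, the BAC DNA was sheared and size-selected, ligated to adapters, and amplified by PCR in triplicate reactions that ran for 3, 6, 12 or 18 cycles, before paired-end sequencing with short reads. The fragments were those used as inserts for STARR-seq, an assay that clones genomic fragments into a reporter to measure their enhancer activity. A single library per PCR cycle number was analysed here, and whether the triplicate reactions were pooled into it is not given in the sources used here. The aligner, the genome build, the treatment of PCR duplicates and the correction method are likewise not given in the sources used here.

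Each library has a deposited observed and a deposited corrected table. All 8 tables list the same 843 windows of 500 bp, placed every 250 bp, from position 7981104 to 8192103 of chromosome 17 (1-based), and the same free energy for each window. The deposited free energy is a mean over the 499 nearest-neighbour steps of a window, since every value multiplied by 499 is a whole multiple of 0.01. It describes the stability of the DNA duplex, with a lower (more negative) value for a more stable and usually more GC-rich window. Its unit and the nearest-neighbour table behind it are not given in the sources used here. The observed values are signal that the authors computed as mean coverage per window and scaled by 1 factor per library. This was read from the values. The 18-cycle values are whole multiples of 1/500 as deposited, and those of each other library become so after division by a constant, to within 0.001 of a whole number. The constant was 7.01 for the 3-cycle library, 3.63 for the 6-cycle library and 1.42 for the 12-cycle library. The corrected values are deposited as a score on the scale of the observed signal that lies on both sides of 0. They are whole multiples of 1/500 too, and no header or label says how they were computed.

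Dividing by these constants gave the depth. Mean unscaled coverage per base was 2660.5 at 3 cycles, 5078 at 6 cycles, 11968 at 12 cycles and 16891 at 18 cycles. If each unit of coverage were an independent fragment, the relative counting error of an average window would be at most 1.94%, 1.40%, 0.914% and 0.769% in that order. In the window of lowest coverage it would be at most 4.14% at 3 cycles and 2.17% at 18 cycles. These limits cover counting error only, and they are too small if PCR duplicates were kept.

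Observed values were divided by their library's mean over the 843 windows, which removes the scale factor. Windows were split into 10 equal-sized groups by free energy, called group 1 (lowest free energy) to group 10 (highest). Because the free energies are the same in every table, so are the boundaries. For each library the analysis gave Spearman's rho of signal against free energy over windows, the log2 ratio of the mean signal in group 10 to that in group 1, and the coefficient of variation of the 10 group means. The corrected values have a mean near 0, so a log2 ratio or a coefficient of variation is not defined for them. In their place the difference of group 10 and group 1 and the standard deviation (SD) of the group means were taken, both as a percentage of the library's observed mean. This departs from the planned measures.

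With 1 library per cycle number there is no replicate error, no test between libraries was made, and no p-value is given. The intervals printed with values are 95% percentile intervals from 2000 block bootstrap resamples of 20 adjacent windows, with the same resampled windows for every library. They describe scatter over windows within these libraries and not the variation between repeated libraries. Windows overlap and are not independent replicates. Intervals of a spread between groups lie above the measured value more often than below, because resampling adds spread. With 4 libraries, under the 6 needed, no correlation with the cycle number was computed. The measures, the intervals and the search for scale factors were tested on simulated data over 843 windows. The 95% intervals of the log2 ratio held the true value in 95.6% of simulated profiles, 40 for each of 4 slopes, and all 3 simulated scale factors were recovered.

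The stretches named under Other observations were chosen after their values were seen. The items named in the Results follow a rule fixed before the data were examined. They are the groups of lowest and highest free energy, the groups of highest and lowest mean, and the 3 windows with the largest rise and the 3 with the largest fall in relative signal from 3 to 18 cycles among the 421 windows whose mean relative signal over the libraries was above the median. Alternatives covered 5 or 20 free energy groups, groups of equal width between the 1st and 99th percentile, boundaries from each table, medians, Pearson's r, and the removal of windows at 0 or of the 1% most extreme free energies at each end. Alternatives chosen after seeing the data were non-overlapping windows, the removal of 10 windows whose 3-cycle signal was under 50% of that library's median, the removal of 5 kb at each end of the insert, and the library median in place of the mean for the named windows. Window coordinates are those of the tables. Gene names come from a RefSeq table of the GRCh38.p14 assembly. That assembly was chosen because, of 1201 offsets tried between the tables and the gene positions, offset 0 put the lowest free energies at gene ends, by a small margin, so the gene names hold only if the tables use it. Exons, introns and untranslated regions were not annotated here. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.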

Results

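The study asked how the number of PCR cycles used to amplify randomly sheared BAC fragments changes the relation between sequencing signal and the Gibbs free energy of the fragments. It comprised 4 libraries of the same BAC, amplified with 3, 6, 12 and 18 cycles, with 1 library per cycle number and therefore no replicates. Signal was available for each library as observed coverage and after the authors' bias correction, in 843 overlapping windows of 500 bp on chromosome 17. The free energy of the windows ranged from -1.79 to -1.14 per nearest-neighbour step, with a median of -1.46 and quartiles of -1.52 and -1.40.

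Depth rose with the cycle number. Mean unscaled coverage was 2660.5 in the 3-cycle library and was 1.91, 4.50 and 6.35 times that value at 6, 12 and 18 cycles. After the authors' scaling, the mean observed signal per window was 18644 at 3 cycles, 18436 at 6 cycles, 16990.0 at 12 cycles and 16891 at 18 cycles, so the scale factors did not bring the window means to a common level. The scatter between windows widened with amplification. The SD over windows was 14.1% of the library mean at 3 cycles, 16.5% at 6 cycles, 27.6% at 12 cycles and 28.7% at 18 cycles. Each was several times the largest counting error of an average window, which was 1.94% in the shallowest library if fragments were independent. No window had a signal of 0. The lowest observed value was 4098 at 3 cycles and 2133 at 18 cycles.

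**Figure D1:**
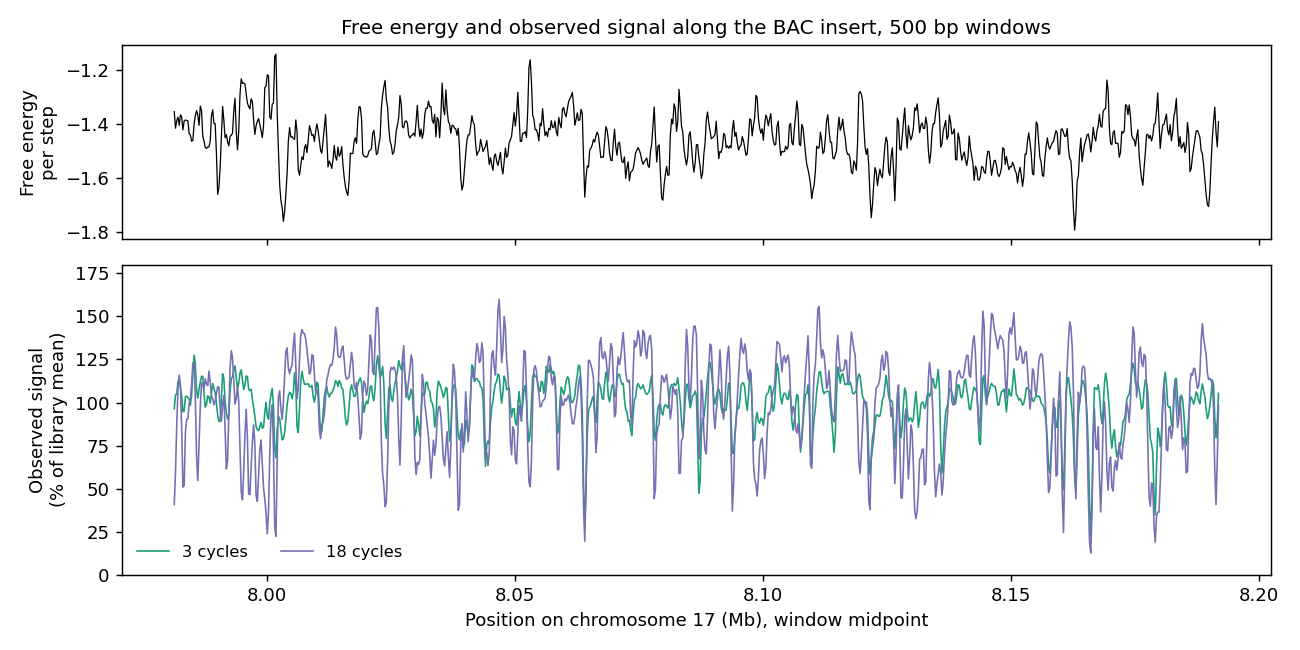
Free energy per nearest-neighbour step (upper panel) and observed signal as a percentage of the library mean (lower panel) in 500 bp windows along chromosome 17, for the 3-cycle and the 18-cycle library. The 18-cycle track spans a wider range (SD 28.7% of its mean) than the 3-cycle track (SD 14.1%).

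The first comparison set observed signal against free energy within each library. Over windows, Spearman's rho was 0.211 (95% interval 0.101 to 0.323) at 3 cycles and 0.187 (0.0594 to 0.314) at 6 cycles, so signal was weakly higher in windows of higher free energy. At 12 cycles rho was -0.478 (-0.563 to -0.374) and at 18 cycles it was -0.497 (-0.579 to -0.395), so signal was lower in windows of higher free energy. These correlations are across windows of a single library, and windows are not independent replicates. The coefficient fell at each of the 3 steps in cycle number. The 18-cycle rho was lower than the 3-cycle rho by a difference of -0.708 (-0.796 to -0.618), larger than the scatter over windows. Between 6 and 12 cycles the difference was -0.665 (-0.759 to -0.564). Between 3 and 6 cycles it was -0.0247 (-0.0826 to 0.0314), which was within the scatter over windows. Between 12 and 18 cycles it was small, at -0.0182 (-0.0262 to -0.0110), and beyond that scatter. The alternative that moved the 18-cycle minus 3-cycle difference most was Pearson's r, which gave -0.659.

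**Figure D2:**
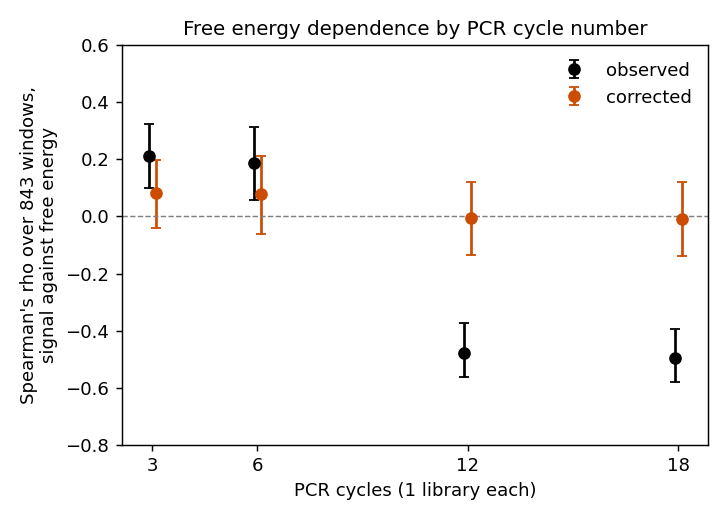
Spearman's rho of signal against free energy over 843 windows (vertical axis) by number of PCR cycles (horizontal axis), for observed and corrected signal, 1 library per cycle number. Bars are 95% block bootstrap intervals over windows. Observed rho was 0.211 and 0.187 at 3 and 6 cycles and -0.478 and -0.497 at 12 and 18 cycles, while all 4 corrected intervals include 0.

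The same contrast in the mean profile showed its shape. In group 1, the windows of lowest free energy (85 windows from -1.79 to -1.58), observed signal averaged 90.1% of the library mean at 3 cycles, 90.9% at 6 cycles, 106.6% at 12 cycles and 108.0% at 18 cycles. In group 10, the windows of highest free energy (85 windows from -1.35 to -1.14), it averaged 104.7%, 104.3%, 72.6% and 71.4% in the same order. The SD between the windows of group 10 was 11.4% at 3 cycles and 22.7% at 18 cycles. The log2 ratio of group 10 to group 1 was 0.22 (0.13 to 0.32) at 3 cycles, 0.20 (0.07 to 0.33) at 6 cycles, -0.56 (-0.74 to -0.36) at 12 cycles and -0.60 (-0.78 to -0.40) at 18 cycles. With groups of equal width in free energy the 3-cycle ratio was 0.34, the largest shift among its alternatives.

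The profiles were not straight lines. At 3 and 6 cycles group 1 was the lowest, and group 9 was the highest at 104.7% in both libraries. At 12 and 18 cycles group 10 was the lowest, and the highest was group 2 (free energy -1.58 to -1.53), at 122.3% and 123.9% of the library mean. The coefficient of variation of the 10 group means was 4.18% at 3 cycles (3.14% to 6.03%), 4.01% at 6 cycles (3.02% to 6.34%), 14.5% at 12 cycles (11.7% to 17.6%) and 15.4% at 18 cycles (12.6% to 18.7%). With these group means it therefore did not rise at the step from 3 to 6 cycles. The difference of -0.168 percentage points (-0.607 to 0.642) was within the scatter over windows. Its sign was not settled, since medians gave 3.64% at 3 cycles and 4.19% at 6 cycles. Groups of equal width gave 8.70% and 8.81%. The other alternatives that changed these values gave a fall. Weighting each window by its signal moved the median free energy from -1.454 with 3-cycle weights to -1.455, -1.468 and -1.469 with 6-cycle, 12-cycle and 18-cycle weights, against -1.457 for the windows counted once.

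**Figure D3:**
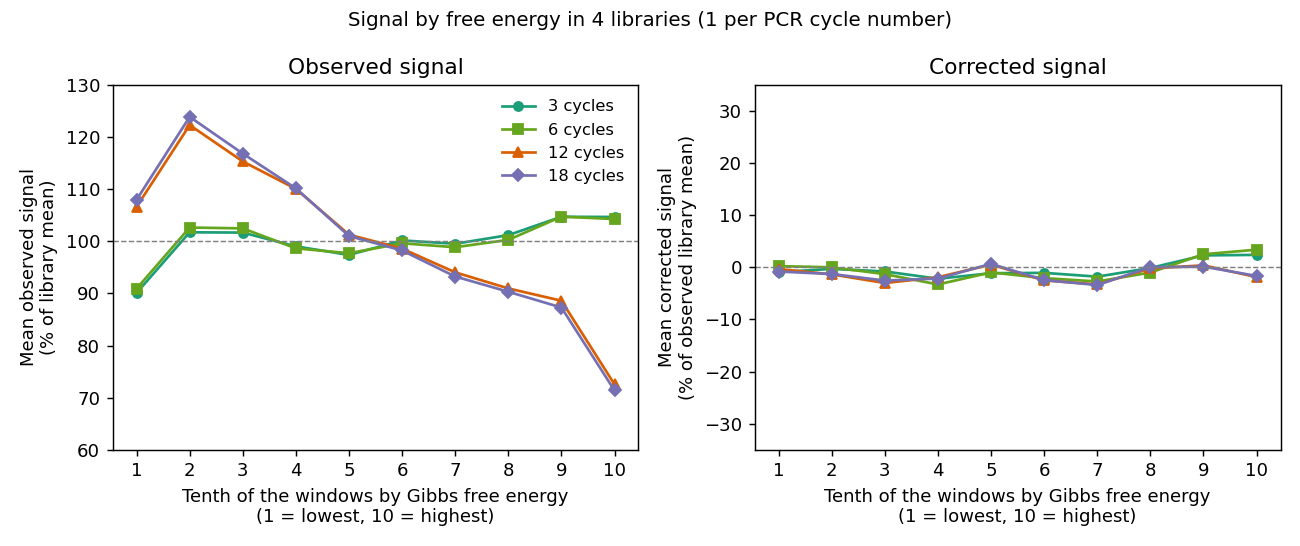
Mean observed signal as a percentage of the library mean (left) and mean corrected signal as a percentage of the observed library mean (right) in 10 equal-sized groups of windows ordered by free energy, for the 4 libraries. Both vertical axes span the same range; the observed profiles of 12 and 18 cycles fall to 72.6% and 71.4% in group 10, and the corrected group means stay between -3.39% and 3.39%.

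The change between successive cycle numbers was measured as the slope of the log2 signal ratio on free energy. From 3 to 6 cycles the slope was -0.14 per unit of free energy (-0.40 to 0.09), which was not distinguishable from 0. From 6 to 12 cycles it was -2.51 (-2.96 to -2.11), and from 12 to 18 cycles it was -0.16 (-0.21 to -0.12). The step from 6 to 12 cycles held 89.3% (81.1% to 97.5%) of the slope from 3 to 18 cycles. In that step all 85 windows of group 10 lost relative signal and 80 of the 85 windows of group 1 gained it. From 12 to 18 cycles 64 windows of group 10 lost and 63 windows of group 1 gained. From 3 to 6 cycles only 34 of the 85 windows of group 10 lost, while 55 of the 85 windows of group 1 gained.

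The observed profiles of the libraries agreed to different degrees over windows. Spearman's rho was 0.929 between 3 and 6 cycles and 0.995 between 12 and 18 cycles. Between these pairs it was 0.560 for 3 and 12 cycles, 0.557 for 3 and 18, 0.609 for 6 and 12, and 0.605 for 6 and 18. The SD of the log2 ratio of 18-cycle to 12-cycle signal over windows was 0.039.

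Windows with the largest changes are named by their position in the tables. They were taken from the 421 windows whose mean relative signal over the libraries was above the median. The 3 largest rises from 3 to 18 cycles were in windows that overlap genes when the coordinates are read as GRCh38. The window at 17:8046604-8047103, in ALOX15B, had a free energy of -1.53 and rose from 115.7% to 159.9% of the library mean. The window at 17:8110854-8111353, in ALOXE3, had a free energy of -1.49 and rose from 112.5% to 154.6%. The window at 17:8161854-8162353, overlapping VAMP2, had a free energy of -1.54 and rose from 101.7% to 143.7%. Among the same windows, those of the 3 largest falls lay outside the genes of the table. Relative signal fell from 121.2% to 99.2% at 17:7993354-7993853, which had a free energy of -1.30. It fell from 115.4% to 96.0% at 17:7995604-7996103, with a free energy of -1.29, and from 122.3% to 103.0% at 17:7985354-7985853, with a free energy of -1.37. All 6 changes were larger than the counting error of at most 4.14% in the shallowest window of the 3-cycle library, and no replicate error is available for them. Because a strong fall lowers the mean over libraries, the selection keeps out many falls. Of the 422 windows that it left out, 138 fell by more percentage points than the largest named fall of -22.0, and the lowest change over all windows was -73.8 points, against a highest of 44.2 points.

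The last comparison set the corrected against the observed values of each library. Corrected values averaged -67.1 at 3 cycles, -94.9 at 6 cycles, -229.3 at 12 cycles and -226.4 at 18 cycles, which is between -0.360% and -1.35% of the observed means. Their rho with free energy was 0.0815 (-0.0418 to 0.199) at 3 cycles, 0.0801 (-0.0605 to 0.211) at 6 cycles, -0.00537 (-0.135 to 0.120) at 12 cycles and -0.00729 (-0.139 to 0.121) at 18 cycles. All 4 intervals include 0. Whether the correction was itself fitted to free energy in these libraries is not given in the sources used here. If it was, a rho near 0 and small differences between groups would follow by construction. These values therefore describe the corrected tables and do not test the correction. Without 5 kb at each end of the insert, the values at 12 and 18 cycles were 0.0140 and 0.0107, so their sign is not settled. The rho of corrected values was lower than that of observed values at 3 cycles (difference -0.130, -0.239 to -0.0371) and at 6 cycles (-0.107, -0.220 to -0.0109). It was higher at 12 cycles (0.473, 0.351 to 0.571) and at 18 cycles (0.489, 0.369 to 0.585).

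Corrected signal in group 10 minus group 1 was 3.31% of the observed mean at 3 cycles (-1.52% to 8.25%), 3.16% at 6 cycles (-4.35% to 10.2%), -1.55% at 12 cycles (-8.95% to 6.73%) and -0.843% at 18 cycles (-8.54% to 7.71%), each within the scatter over windows. Between libraries, this difference was lower at 12 than at 6 cycles, by -4.70 percentage points (-9.30 to -0.208), with an interval that excludes 0. It was 0.703 points higher at 18 than at 12 cycles, with an interval whose lower limit lies at 0 (0.00049 to 1.43), and its sign was not settled, since medians gave -4.77% at 12 cycles and -5.98% at 18 cycles. The 18-cycle minus 3-cycle difference of -4.16 points (-10.3 to 2.20) was within the scatter over windows. Group 10 was the highest at 3 and 6 cycles, at 2.39% and 3.39%, and group 4 was the lowest, at -2.19% and -3.28%. At 12 and 18 cycles group 5 was the highest, at 0.535% and 0.664%, and group 7 was the lowest, at -3.27% and -3.39%. The SD of the 10 corrected group means was 1.55%, 2.14%, 1.39% and 1.33% of the observed mean at 3, 6, 12 and 18 cycles. Relative to the spread of the observed group means, that was 0.371, 0.534, 0.0958 and 0.0863. The ratio was higher at 6 than at 3 cycles, by 0.163 (0.0218 to 0.300), and lower at 18 than at 3 cycles, with a difference of -0.285 (-0.486 to -0.106). The latter came with a larger observed spread. The corrected SD itself differed between 18 and 3 cycles by -0.218 percentage points (-0.933 to 1.60), within the scatter over windows. The sign of that difference was not settled, with 0.140 for 20 groups, 0.195 for groups of equal width, 0.781 for medians and 0.193 without the windows of low signal.

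Scatter between windows remained after correction. The variance of the corrected values was 51.5% of that of the observed values at 3 cycles, 55.1% at 6 cycles, 30.6% at 12 cycles and 28.8% at 18 cycles. Their SD was 10.1%, 12.2%, 15.3% and 15.4% of the observed mean in the same order. Corrected profiles of different libraries were correlated over windows, with Spearman's rho of 0.856 for 3 and 6 cycles, 0.983 for 12 and 18 cycles, and between 0.549 and 0.732 for the other 4 pairs.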

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

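In this part, the comparison of slopes per cycle and the pairing of the libraries were tests chosen after the result had been seen, and the removal of windows of low signal and at the ends was chosen after seeing the data.

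The relation between observed signal and free energy had opposite signs in the libraries of few and of many cycles, which drew attention because both signs lay beyond the scatter over windows. The correlation coefficient at 12 cycles differed from that at 3 cycles by -0.690 and from that at 6 cycles by -0.665. The 18-cycle coefficient differed from these by -0.708 and -0.683. For the log2 ratio of group 10 to group 1 the differences were -0.77 and -0.75 at 12 cycles and -0.81 and -0.79 at 18 cycles. The difference between cycle numbers was not tested, because each cycle number has 1 library.

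Several technical explanations are argued against by the tables. The scale factors cannot be the reason, since a constant per library leaves ranks and relative signal as they are. Lower depth of the 3-cycle and 6-cycle libraries, as a source of counting error, is argued against by thinning. When the 18-cycle coverage was thinned to the 3-cycle depth in 100 draws, rho had a median of -0.496 and stayed between -0.501 and -0.491. Thinning treats units of coverage as independent, so it covers counting error only. That error is at most 1.94% for an average 3-cycle window, against an SD of 28.7% over the 18-cycle windows. A few windows of low signal or at the ends of the insert are argued against as well. Without these 48 windows the 18-cycle minus 3-cycle difference of rho was -0.714. Chance alignment of tracks that vary slowly along the BAC was tested by shifting the free energies along the insert. Of 802 shifts, 0 gave a difference of rho as large, and the largest among them was 0.236.

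The same gain per PCR cycle at every cycle, with or without a plateau after cycle 6, is also argued against as the whole cause. It requires the slope per cycle from 3 to 6 cycles to be at least as steep as that from 6 to 12 cycles. The slope per cycle was -0.05 from 3 to 6 cycles, -0.42 from 6 to 12 cycles and -0.03 from 12 to 18 cycles. The difference of the first pair was -0.37 (95% interval over windows -0.48 to -0.27). This interval does not cover variation between repeated libraries.

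A handling or batch difference, or a wrong label, that sets the 12-cycle and 18-cycle libraries apart stays open and cannot be told apart from an effect of the cycle number, because no label gives a batch and each cycle number has 1 library. The libraries fell into pairs, with rho of 0.929 between 3 and 6 cycles, 0.995 between 12 and 18 cycles and 0.609 between 6 and 12 cycles. An effect of amplification that sets in between 6 and 12 cycles would give the same pairs, and it stays open and untested. Repeated libraries at cycle numbers between 6 and 12 are what could separate the explanations.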

How the results depend on the processing

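Over 65 results, 372 values were recomputed. Of the 366 that have a 95% interval over windows, 343 stayed within it, 23 moved outside it, and 0 changed the sign of a result whose interval excludes 0. The other 6 values, those of the named windows, have no interval. The 343 include values from settings that could not change any result. These are 31 values without windows at 0, 10 for windows present in all 4 libraries and 20 for boundaries from each table. Non-overlapping windows, the removal of windows of low signal, the removal of 5 kb at each end and the library median for the named windows were chosen after seeing the data, as were all alternatives for the slopes between cycle numbers. The observed rho of each library stayed within its interval under every alternative, and it was positive at 3 and 6 cycles and negative at 12 and 18 cycles under each of them.

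Groups of equal width in free energy by construction hold few windows at the extremes. With them the log2 ratio of the highest to the lowest group was 0.34 at 3 cycles, and its 18-cycle minus 3-cycle difference was -1.11. The coefficient of variation of the observed group means was 8.70%, 8.81%, 20.9% and 21.9% at 3, 6, 12 and 18 cycles. With 5 groups, which average over wider ranges of free energy, the observed coefficient of variation at 6 cycles was 2.88%, the corrected SD was 0.729% at 12 cycles and 0.663% at 18 cycles, and its ratio to the observed spread was 0.0514 and 0.0435. Without 5 kb at each end the corrected SD was 1.29% and 1.22% at 12 and 18 cycles, with ratios of 0.0899 and 0.0795. The cause of these last shifts was not tested. The intervals of the corrected SD and of its ratio lie almost wholly above the measured values at 12 and 18 cycles, so that upward shifts of similar size stayed within them. With 20 groups the corrected SD was 2.09% and 2.13%, with ratios of 0.140 and 0.134, and with medians the SD was 2.08% and 2.23%. These spreads after correction therefore depend on the grouping. Medians also moved the corrected difference of group 10 and group 1 at 12 and 18 cycles to -4.77% and -5.98%, and 5 groups moved it to 0.0806% and 0.280%, all within their intervals.

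Pearson's r between libraries was higher than rho. For observed signal it was 0.704 for 6 and 12 cycles and 0.697 for 6 and 18 cycles. For corrected signal it was 0.891 for 3 and 6 cycles, 0.656 for 3 and 12, 0.669 for 3 and 18, 0.794 for 6 and 12, 0.802 for 6 and 18, and 0.990 for 12 and 18. The cause was not tested.

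All 6 named windows kept the direction of their change with the library median in place of the mean. Removing windows at 0, keeping windows present in all 4 libraries and taking boundaries from each table changed no value, because no window was at 0 and the tables share their windows, so these settings say nothing about stability. Leaving out a replicate was not possible with 1 library per cycle number. Depth limits the 3-cycle library most, with a counting error of at most 1.94% for an average window, far below the 14.1% scatter between its windows.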

Other observations

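In this part, the match of gene ends to free energy was a test chosen after its result had been seen, and the removal of windows of low signal was chosen after seeing the data.

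The weak positive relation at 3 and 6 cycles was checked against chance alignment of tracks that vary slowly along the BAC, since both tracks are autocorrelated. Of 802 shifts of the free energies along the insert, 0 (0% of shifts) gave a rho as large at 3 cycles, where the largest was 0.158, and 0 (0% of shifts) at 6 cycles, where the largest was 0.175. Chance alignment is thereby argued against. The rise is not even over the range, and the group of lowest free energy lies below all others at both cycle numbers. Whether this comes from shearing, size selection, sequencing, mapping or the first PCR cycles was not tested, and no biological explanation was tested.

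Corrected values of different libraries stayed correlated over windows, although little relation to free energy was left in them. A correction fitted to free energy in these libraries would leave little by construction. A window had the same sign of its corrected value in all 4 libraries in 64.2% of cases (250 windows below 0 and 291 above 0), and 12 windows lay more than 30% of the observed mean below 0 in every library. For 3 and 18 cycles rho was 0.571, and the largest value when the 3-cycle track was shifted along the insert was 0.138. Without the 10 windows of low 3-cycle signal rho was 0.555. Leaving out 10 of 843 windows could hardly move a rank correlation. These windows were also chosen by the 3-cycle signal alone. The part played by windows of low signal shared by all libraries was therefore not decided. Free energy left as differences between the group means is argued against by the small size of these differences. The SD of the corrected group means was 1.55% of the observed mean at 3 cycles and 1.33% at 18 cycles. Over windows the SD of corrected values was 10.1% and 15.4%. Taking out the group means could therefore hardly move rho, which was 0.569 afterwards. A candidate explanation that stays open is a property of the sequence or of its mapping that is fixed in the BAC and that the correction did not remove. No such property was measured here, and no biological explanation was tested.

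The 9 windows of highest free energy, 1.07% of the windows, lay in 6 separate stretches and were chosen after their values were seen. From 6 to 12 cycles the mean signal of all 6 stretches fell relative to the library mean, and from 3 to 6 cycles that of 3 of the 6. Those 3 were neighbours, between 17:7994604 and 17:8002103, and the stretches elsewhere rose. Position and free energy therefore cannot be told apart for the step from 3 to 6 cycles. The stretch at 17:8001354-8002103 held 70.5% of the library mean at 3 cycles, 39.4% at 6 cycles, 25.6% at 12 cycles and 24.9% at 18 cycles. The stretch at 17:8023604-8024103 held 87.6%, 95.3%, 41.1% and 39.6%.

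The genome build of the tables was inferred from the free energies. For the 9 protein-coding genes of the GRCh38.p14 table that lie wholly within the tables' range (ALOX12B, ALOX15B, ALOXE3, BORCS6, GUCY2D, HES7, PER1, TMEM107 and VAMP2), the lower of the free energies at the 2 gene ends, each taken over the 3 nearest windows, averaged -1.608. The same mean was taken at 1201 offsets of up to 150 kb in either direction, in steps of 250 bp, each time over the genes wholly within the range at that offset, between 5 and 11 of them. The median over offsets was -1.503, and only 1 offset, offset 0 itself, gave a value that low. The margin is small, since an offset of 71 kb gave -1.606. A chance match of another build therefore stays open. The gene names depend on this reading of the coordinates.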
